A study of Homo sapiens with 24 samples. Its data were reported in "Robust partitioning of microRNA targets from downstream regulatory changes" (2020).

How the data were processed

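The data are precision run-on sequencing (PRO-seq) libraries, in which RNA polymerases engaged on genes add a biotin-labelled nucleotide in isolated nuclei, so that reads report ongoing transcription and not mRNA abundance. The 24 libraries come from a HEK293-derived cell line that carries a doxycycline-inducible cassette with an artificial miRNA hairpin, or the same cassette with no hairpin as the control. Per the labels, the cassette was induced for 7 days with 1 µg/mL doxycycline after 6 days of selection with 1 mg/mL geneticin. Each replicate is a culture with its own transduction.

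The authors deposited raw counts of gene-body reads, in 1 table per batch. They clipped adapters, removed short reads and reads of PhiX and ribosomal RNA, kept unique alignments to the hg19 genome with Bowtie, removed reads inside regulatory elements called by dREG, and counted the remaining reads per gene on the sense strand with featureCounts. Batch 2 was prepared with molecular identifiers, by which the authors removed PCR duplicates. Batch 1 was prepared without them, so its reads are not known to be independent molecules, and counting error is understated there. The tables also give the counted length of each gene. No replicate was pooled. The tables hold 22020 genes (batch 1) and 22033 genes (batch 2). Of these, 21412 and 21424 matched a gene of GENCODE release 44 on GRCh37 by Ensembl identifier, from which symbols, coordinates, GC content and 3′UTR sequences were taken. Genes with no match held 0.933% of the reads of batch 1 and 0.899% of those of batch 2 and stayed in the tests.

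Samples were grouped by their titles alone, into 9 groups. The batches differ in library protocol and were never fitted together. Each miRNA was compared with the control of its own batch. Genes above 1 CPM in every library of the batch were tested, which left 13536 genes in batch 1 and 12692 in batch 2. The tested genes held between 99.4% and 99.8% of the reads of every library. Counts were scaled by TMM and tested with edgeR's quasi-likelihood F-test (edgeR 4.0.16, R 4.3.3) in 1 fit per batch with all groups, and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. The labels share replicate numbers between groups and do not say what a number stands for. To see whether the numbers pair the libraries, deviations from the group means were correlated across genes between libraries of the same number. Between miRNA and control, all 3 pairs were over 0.1 for miR-133a (0.29 to 0.35), miR-155 (0.23 to 0.29) and miR-373 (0.18 to 0.32), so the numbers were taken to pair the libraries in these comparisons, on the values alone. The reported fit has no replicate block, as planned, and counts with the block are printed beside it. The same fits gave a test of any difference among the groups of a batch and direct contrasts between miRNAs. Fold changes are log2 ratios against control. Standard errors were derived from the fold change and the test statistic. Correlations and distances used log2 CPM with a prior count of 2.

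Depth ran from 6.99 to 8.42 M gene-body reads per library in batch 1 and from 1.36 to 7.59 M in batch 2. The common biological coefficient of variation was 0.065 in batch 1 and 0.104 in batch 2. A gene at 1 CPM has between 1.36 and 8.42 reads in a library on average, so single genes near that limit carry little weight. The 10 most abundant genes took between 1.03% and 1.22% of the reads. Replicate libraries of a group differed by more than sampling noise in every pair (chi-square per degree of freedom from 1.83 to 10.4), so none was treated as a duplicate.

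Genes with seed matches were those with an 8mer or 7mer-m8 match to nucleotides 2 to 8 of the induced miRNA in the 3′UTR of the canonical transcript. The seeds were taken from general knowledge of these miRNAs, since the hairpin text in the labels is garbled in places, and all results on seed matches rest on them. Matches to miRNA seeds stand in for the target predictions of the study, which were not used here. These genes and 8 fixed sets of stress, growth and handling genes were tested with camera in limma 3.58.1 on voom values with a preset correlation of 0.01. The fixed sets were immediate early genes, YAP and TEAD responsive genes, cholesterol synthesis genes, ATF4 and unfolded protein response genes, p53 responsive genes, interferon responsive genes, cytosolic ribosomal protein genes, and E2F and DNA replication genes. Library separation was the mean distance between miRNA and control libraries over the mean distance within these groups, on the 500 most variable genes, with an exact permutation test.

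The design, the gene sets and the rule for naming genes were fixed before the data were examined. For each miRNA the rule named the 2 genes with the largest increase and the 2 with the largest decrease among genes past the threshold, with at least 20 reads on average and no overlap between miRNA and control libraries. It also named 8 genes the study discusses for these miRNAs, and EEF1A1, whose 5′UTR and intron are part of the cassette.

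Fold changes against the same controls share the noise of those controls. Correlations were therefore set against 20 simulated data sets of unchanged groups that share simulated controls. All libraries in them, controls included, were drawn from the control means and the fitted dispersions. These draws hold no GC or length trends and no pairing by replicate number. Correlations were also recomputed with controls split so that no control library entered both fold changes. The procedure was tested on simulated data with 200 genes changed by log2 1 or 0.5. With the GC and length trends by which the real libraries of a group differ, edgeR found 77% of them in batch 1 (13536 genes) and 56% in batch 2 (12692 genes). False calls were 0.645% and 0%. Without the trends it found 87% and 75.5%, with 7.45% and 6.79% false calls, more than the threshold aims at. In both cases it called no gene in an unchanged group. The mean trend of each group was left out of these simulations, so false calls from trends that differ between groups were not tested.

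The alternatives were DESeq2 1.42.0, edgeR's likelihood ratio test, RLE and upper quartile factors, library size alone, filterByExpr or no filter, a fit of only the 2 groups compared, the replicate number as a block, Storey q-values, thinning to the smallest library, and leaving out each library in turn. For correlations, set tests and separation there were others of the same kind. Removal of each library's trend on GC content and length, by splines with 5 degrees of freedom, was added after seeing the data. Figures were drawn with matplotlib 3.10.9. RNA-seq and other assays of the study were not used here.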

Results

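PRO-seq libraries from HEK293-derived cells were analysed to ask how far induction of a single miRNA changes transcription, as opposed to mRNA stability. HEK293 is an established human embryonic kidney line with little or none of the 7 miRNAs of its own. The 24 libraries fell into 2 batches. Batch 1 held 2 libraries each of control, miR-1 and miR-122 cells, and batch 2 held 3 libraries each of control cells, of cells with miR-133a or miR-155, and of cells with miR-302a, miR-372 or miR-373. All values below come from gene-body read counts, which exclude reads at promoters and enhancers.

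Total gene-body reads were 7.08 and 7.54 M in the control libraries of batch 1, 6.99 and 7.12 M with miR-1, and 7.03 and 8.42 M with miR-122. In batch 2 the depth was lower and more uneven, with a median of 3.62 M. The control libraries of that batch had from 2.98 to 6.36 M reads. The totals ranged from 3.35 to 7.36 M with miR-133a, from 3.396 to 3.85 M with miR-155 and from 2.32 to 3.00 M with miR-302a. With miR-372 they ranged from 1.36 to 6.61 M and with miR-373 from 2.41 to 7.59 M. Single libraries also differed in how their reads spread over genes of different GC content. The Spearman correlation across genes between a library's deviation from the batch mean and GC content ran from -0.73 to 0.63.

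**Figure D1:**
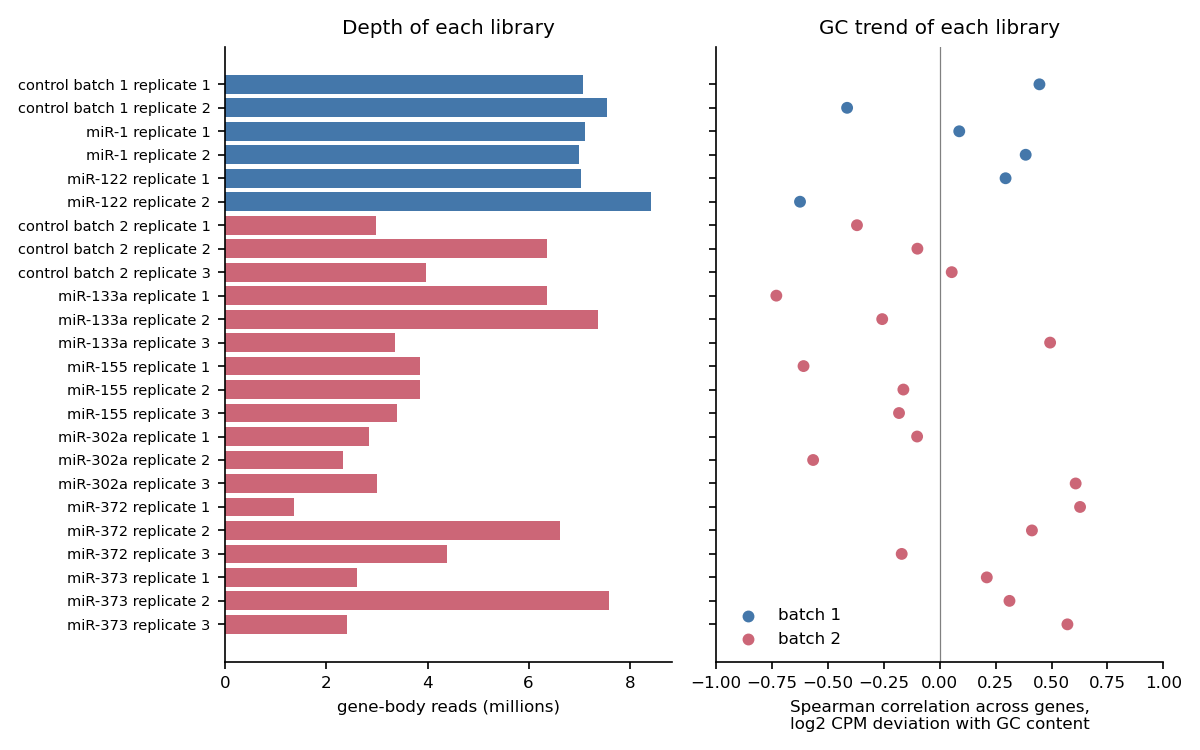
Left, gene-body reads (M) for each of the 24 libraries. Right, the Spearman correlation across genes between each library's log2 CPM deviation from its batch mean and the GC content of the gene, coloured by batch, which ran from -0.62 to 0.45 in batch 1 and from -0.73 to 0.63 in batch 2.

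The first question was which genes change in transcription when a miRNA is induced. Induction of miR-1 changed 32 of 13536 tested genes at an adjusted p under 0.05, of which 4 increased and 28 decreased. Induction of miR-122 changed a single gene, with 468 genes at an unadjusted p under 0.05 against 676.8 by chance. In batch 2, with 12692 tested genes, miR-133a changed 4 genes (2 up, 2 down) and miR-155 changed 56 (14 up, 42 down). The other 3 miRNAs of that batch, miR-302a, miR-372 and miR-373, share a seed, the nucleotides at the 5′ end that pair with targets. They changed 42 genes (19 up, 23 down), 180 genes (40 up, 140 down) and 62 genes (22 up, 40 down). Without a block, the alternative that moved the counts of batch 1 most was removal of each library's GC and length trend, chosen after seeing the data, which gave 608 genes for miR-1 and 33 for miR-122. With it the counts in batch 2 were 56 genes for miR-133a, 145 for miR-155, 198 for miR-302a, 320 for miR-372 and 182 for miR-373, and between 40% and 51.5% of the calls of each miRNA were increases. In the comparisons of miR-133a, miR-155 and miR-373, replicate numbers paired the miRNA libraries with those of the control. With the replicate number as a block these 3 counts were 24, 93 and 169 genes, and 303, 543 and 540 genes with the trend removed as well. In every called gene of the 7 comparisons, the miRNA libraries lay entirely above or entirely below the control libraries. Over all tested genes the share without overlap was 42.6% with miR-1 and 27.1% with miR-122, where chance gives 33.3%. In batch 2 it was between 10.1% with miR-133a and 22.4% with miR-373, where chance gives 10%. A joint test of any difference among the groups found 36 genes in batch 1 and 775 in batch 2. Some counts of batch 2 fell by more than 1.5 times when 1 library was left out. At the lowest they were 1 gene for miR-133a and 8 for miR-373 without control replicate 1, 4 for miR-155 and 9 for miR-302a without control replicate 2, 28 for miR-372 without its replicate 2, and 479 for the joint test without miR-155 replicate 1.

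**Figure D2:**
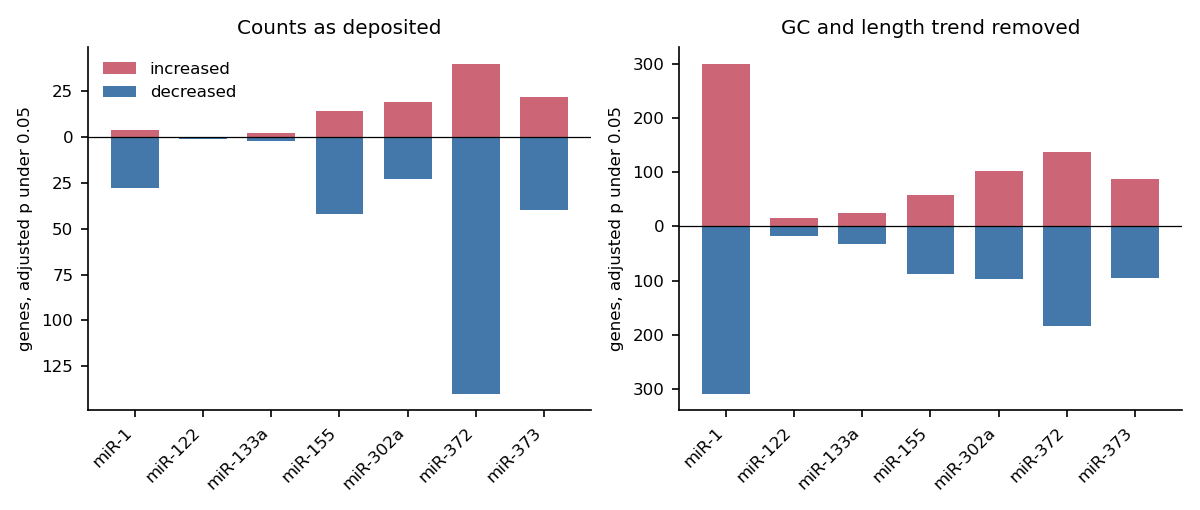
Genes with an adjusted p under 0.05 for each miRNA against its control, increases upward and decreases downward, as deposited (left) and with each library's GC and length trend removed (right). The y axes differ: the largest count is 180 genes for miR-372 on the left and 608 genes for miR-1 on the right.

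Among the genes called with miR-1 in edgeR's quasi-likelihood test, the largest increases were in H2AC6 and LDB3 and the largest decreases in OAS3 and OSMR. Coordinates are on GRCh37 throughout, and none of the genes named here and below overlaps another counted gene on the same strand. H2AC6 (ENSG00000180573.8, chromosome 6, 26124373 to 26139344) rose from 7.13 ± 0.430 to 13.97 ± 0.748 CPM (SD, n = 2), a log2 fold change of 0.97 (SE 0.18, adjusted p = 0.0499). It lay just under the threshold and was not called by DESeq2, with RLE factors or with filterByExpr. LDB3 (ENSG00000122367.15, chromosome 10, 88426542 to 88495829) went from 36.5 ± 2.52 to 61.5 ± 1.19 CPM, a log2 fold change of 0.76 (SE 0.13, adjusted p = 0.0353). OAS3 (ENSG00000111331.8, chromosome 12, 113375856 to 113414265) decreased from 14.8 ± 0.249 to 5.47 ± 0.301 CPM, a log2 fold change of -1.43 (SE 0.18, adjusted p = 0.006), on 36 to 115 reads per library. OSMR (ENSG00000145623.8, chromosome 5, 38845960 to 38945698), a receptor gene the study discusses, decreased from 28.4 ± 2.70 to 12.4 ± 2.51 CPM, a log2 fold change of -1.18 (SE 0.16, adjusted p = 0.00775). Other genes the study links to miR-1 were not called. The study links TAL1, E2F5 and KLF15 to miR-1 by regulation after transcription and by activity at their binding sites. It does not claim that their own transcription changes, so these values do not test its claim. TAL1 (ENSG00000162367.7, chromosome 1, 47681962 to 47697897) had a log2 fold change of -0.64 (SE 0.24, adjusted p = 0.374), and it passed the threshold only with the GC and length trend removed, at -0.68. E2F5 (ENSG00000133740.6, chromosome 8, 86089389 to 86129387) and KLF15 (ENSG00000163884.3, chromosome 3, 126061478 to 126076251) had log2 fold changes of -0.06 (SE 0.13, adjusted p = 0.916) and 0.23 (SE 0.14, adjusted p = 0.634), and that of E2F5 was 0.06 without control replicate 2. Adjusted over the list alone, 2 of these 4 genes passed, against 1 of 4 adjusted over all genes tested. The study chose the list on these samples, so this is not independent evidence. The only gene called with miR-122 was KCNMA1 (ENSG00000156113.16, chromosome 10, 78629359 to 79398127), which went from 186 ± 2.09 to 121.7 ± 6.53 CPM (SD, n = 2), a log2 fold change of -0.61 (SE 0.08, edgeR adjusted p = 0.0457). It was not called in a fit of those 2 groups alone or with filterByExpr.

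With miR-133a, 4 genes were called in all. GABBR2 (ENSG00000136928.4, chromosome 9, 101050391 to 101471217) rose from 39.6 ± 2.98 to 73.8 ± 8.19 CPM (SD, n = 3), a log2 fold change of 0.90 (SE 0.14, edgeR adjusted p = 0.0059). TMEM132B (ENSG00000139364.6, chromosome 12, 125670932 to 126146923) rose from 46.5 ± 3.32 to 78.9 ± 7.62 CPM, a log2 fold change of 0.76 (SE 0.12, adjusted p = 0.00737). RNF165 (ENSG00000141622.9, chromosome 18, 43906772 to 44043103) decreased from 91.9 ± 7.90 to 49.1 ± 4.89 CPM, a log2 fold change of -0.92 (SE 0.11, adjusted p = 0.00039). SPEN (ENSG00000065526.6, chromosome 1, 16162590 to 16266951) went from 788 ± 26.1 to 552 ± 54.5 CPM, a log2 fold change of -0.51 (SE 0.08, adjusted p = 0.0059). Leaving out 1 of the 6 libraries at a time, RNF165 was called in all 6 fits, GABBR2 and SPEN in 3 each and TMEM132B in 2. TMEM132B and SPEN were not called in a fit of those 2 groups alone, nor GABBR2 and TMEM132B in thinned libraries. None of the transcription factor genes the study links to miR-133a was called, over all genes or adjusted over the list alone (0 of 3). The study names SP3 and FLI1 as direct targets repressed after transcription and KLF3 as a likely indirect target. Unchanged transcription of these genes therefore does not speak against it. SP3 (ENSG00000172845.9) had a log2 fold change of 0.03 (SE 0.11, adjusted p = 1), FLI1 (ENSG00000151702.12) 0.26 (SE 0.12, adjusted p = 0.966) and KLF3 (ENSG00000109787.8) 0.20 (SE 0.12, adjusted p = 1), and that of SP3 was -0.06 without miR-133a replicate 1.

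With miR-155, VAT1L (ENSG00000171724.2, chromosome 16, 77822461 to 78014004) rose from 7.97 ± 1.73 to 30.5 ± 1.76 CPM (SD, n = 3), a log2 fold change of 1.92 (SE 0.24, edgeR adjusted p = 0.000668). ADAMTS16 (ENSG00000145536.11, chromosome 5, 5140443 to 5320417) rose from 4.28 ± 0.940 to 9.99 ± 0.890 CPM, a log2 fold change of 1.26 (SE 0.26, adjusted p = 0.023). ADCYAP1R1 (ENSG00000078549.10, chromosome 7, 31091923 to 31151088) decreased from 7.97 ± 1.73 to 2.13 ± 1.097 CPM, a log2 fold change of -1.92 (SE 0.34, adjusted p = 0.00916). EMILIN3 (ENSG00000183798.4, chromosome 20, 39988602 to 39995458) decreased from 7.51 ± 1.14 to 2.35 ± 0.298 CPM, a log2 fold change of -1.67 (SE 0.32, adjusted p = 0.0175). Reads of these 4 genes ran from 4 to 125 per library. VAT1L was called in each of the 6 fits that left out a library, ADCYAP1R1 and EMILIN3 in 2 and ADAMTS16 in 1, and only VAT1L was called in thinned libraries.

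With miR-302a, SERPINF1 (ENSG00000132386.6, chromosome 17, 1665323 to 1680859) rose from 3.49 ± 0.933 to 13.1 ± 4.02 CPM (SD, n = 3), a log2 fold change of 1.85 (SE 0.33, edgeR adjusted p = 0.0121). VSTM2B (ENSG00000187135.7, chromosome 19, 30016901 to 30055458) rose from 30.2 ± 1.08 to 64.5 ± 21.4 CPM, a log2 fold change of 1.11 (SE 0.24, adjusted p = 0.0428), and was not called when scaled by library size alone or by upper quartile factors. SP110 (ENSG00000135899.12, chromosome 2, 231029902 to 231090444) decreased from 15.6 ± 1.44 to 5.34 ± 0.6001 CPM, a log2 fold change of -1.54 (SE 0.23, adjusted p = 0.00579). IFIH1 (ENSG00000115267.5, chromosome 2, 163123584 to 163175194) decreased from 16.7 ± 1.47 to 6.63 ± 1.53 CPM, a log2 fold change of -1.30 (SE 0.26, adjusted p = 0.0245). With miR-372, ANGPT2 (ENSG00000091879.9, chromosome 8, 6357153 to 6420930) rose from 3.10 ± 0.887 to 10.1 ± 2.16 CPM, a log2 fold change of 1.71 (SE 0.30, adjusted p = 0.00404). SERPINF1 rose again, by a log2 fold change of 1.68 (SE 0.32, adjusted p = 0.0113). SP110 decreased with a log2 fold change of -1.69 (SE 0.22, adjusted p = 0.000783), on 3 to 87 reads per library. ERAP2 (ENSG00000164308.12, chromosome 5, 96211690 to 96255407) decreased from 14.3 ± 3.00 to 4.99 ± 1.47 CPM, a log2 fold change of -1.46 (SE 0.23, adjusted p = 0.00263).

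With miR-373, CAPN13 (ENSG00000162949.12, chromosome 2, 30945637 to 31043408) rose from 2.21 ± 0.412 to 7.48 ± 0.217 CPM (SD, n = 3), a log2 fold change of 1.78 (SE 0.34, edgeR adjusted p = 0.0159). SERPINF1 rose with a log2 fold change of 1.75 (SE 0.32, adjusted p = 0.0131). ERAP2 and IFIH1 decreased, with log2 fold changes of -1.39 (SE 0.23, adjusted p = 0.00591) and -1.25 (SE 0.24, adjusted p = 0.016). IFIH1 with miR-302a and with miR-373 lost its call in each of the 6 fits that left out a library, although its fold change stayed between -1.42 and -1.14 in the former and between -1.52 and -1.09 in the latter. SP110 kept its call in all 6 fits for both miR-302a and miR-372, as did ERAP2 with miR-372. The call was kept in 1 of 6 fits for VSTM2B and for CAPN13, in 5 for ANGPT2 and in 4 for ERAP2 with miR-373. For SERPINF1 it was kept in 3 with miR-302a, in 4 with miR-372 and in 2 with miR-373. In libraries thinned to the smallest of the batch, none of the genes named here for miR-302a and miR-373 was called, and for miR-372 all but SERPINF1 were. The study names ZBTB7A (ENSG00000178951.4, chromosome 19, 4043301 to 4066897) as a direct target that miR-373 represses after transcription, which these reads do not test. In transcription ZBTB7A had a log2 fold change of 0.33 (SE 0.15, adjusted p = 0.433). Of the 12 alternatives with all libraries of these groups, only the fit of the 2 groups alone called it (adjusted p from 0.0193 to 0.471). It also passed when adjusted over the list alone, which for miR-373 is this gene only, against 0 adjusted over all genes tested. EEF1A1 (ENSG00000156508.13), part of whose sequence is carried by the cassette, was called in none of the 7 comparisons, with log2 fold changes between -0.07 with miR-155 and 0.21 with miR-133a. Its sign with miR-122, miR-155, miR-302a and miR-373 depended on the library left out.

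**Figure D3:**
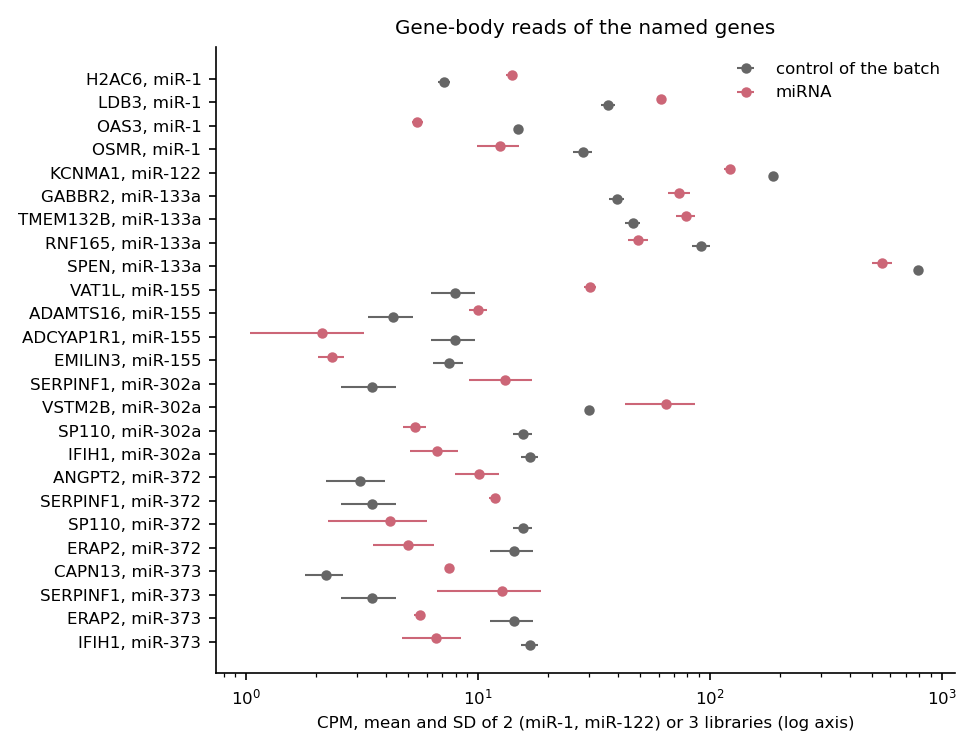
Mean CPM with SD of the genes with the largest changes, for the miRNA (red) and the control of its batch (grey), over 2 libraries with miR-1 and miR-122 and over 3 otherwise, on a log axis. SERPINF1 rises from 3.49 CPM to between 11.8 and 13.1 CPM with each of miR-302a, miR-372 and miR-373.

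The extent of transcriptional change per miRNA was summarised as the standard deviation of log2 fold changes over tested genes. It was 0.223 with miR-1 and 0.173 with miR-122. In batch 2 it was 0.196 with miR-133a, 0.228 with miR-155, 0.248 with miR-302a, 0.265 with miR-372 and 0.252 with miR-373. With no filter on low counts, an alternative added after seeing the data, it was 0.892 with miR-1 and 0.853 with miR-122. Thinning every library to the depth of the smallest took it to 0.403 and 0.374, so these values depend on depth and on the genes tested and are not comparable between batches. To ask whether whole profiles separate from control, distances between miRNA and control libraries were divided by those within the groups. The ratio was 1.25 with miR-1 and 1.05 with miR-122. In batch 2 it was 1.05 with miR-133a, 1.18 with miR-155, 1.14 with miR-302a, 1.31 with miR-372 and 1.24 with miR-373. In one-sided exact permutation tests p was 0.333 for both miRNAs of batch 1, which is the smallest value that 2 libraries against 2 allow. In batch 2 the exact p was 0.1 for miR-155, miR-372 and miR-373, the smallest value possible with 3 against 3, and 0.4 for miR-133a and 0.2 for miR-302a. These splits ignore the replicate pairs of miR-133a, miR-155 and miR-373, so they are not a paired test. With a replicate block the ratio of each of these was higher. It was higher with miR-1 too, whose libraries had a correlation of -0.15 with the control libraries of the same number. The rise is therefore no evidence of separation. Adding genes lowered the ratio, to 1.17 with miR-1 and 0.97 with miR-122 over all tested genes.

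The next question was whether miRNAs with related seeds change the same genes. The seeds of miR-1 and miR-122 differ by 1 base. A direct contrast of these miRNAs found 40 genes, 16 higher and 24 lower with miR-1. Direct contrasts within the group of miR-302a, miR-372 and miR-373 found 0 genes between miR-302a and miR-372, 0 between miR-302a and miR-373, and 0 between miR-372 and miR-373. At an unadjusted p under 0.05 these 3 contrasts had 233, 301 and 137 genes, against 634.6 by chance. Of the 42 genes called with miR-302a, 37 were also called with miR-372 and 30 with miR-373. Of the 62 genes called with miR-373, 58 were called with miR-372. All shared genes of these 3 pairs changed in the same direction. All comparisons of batch 2 use the same control libraries, and some miRNAs with different seeds shared calls too: 6 genes for miR-155 and miR-372, of which 2 changed in the same direction, and 3 for miR-133a and miR-372, of which 1 did. In all, 30 genes were called with each of the 3 miRNAs and 189 with at least 1 of them.

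Across genes, the log2 fold changes of these 3 miRNAs had Pearson correlations of 0.69 (miR-302a and miR-372), 0.68 (miR-302a and miR-373) and 0.79 (miR-372 and miR-373). Genes are not independent replicates, so no p-value is given. Simulated unchanged groups that shared simulated control libraries, without library trends, had mean correlations of 0.44, 0.46 and 0.45. With no control library in common, the observed values were 0.38, 0.35 and 0.48. Without miR-302a replicate 3, the correlations of miR-302a were 0.43 with miR-372 and 0.44 with miR-373. The 7 other pairs of batch 2 had correlations between 0.06 and 0.26, all under the simulated values of 0.46 to 0.51, and between -0.15 and -0.04 with no control library in common. For miR-1 and miR-122 the correlation was 0.28, against 0.50 in simulated data and -0.06 with no control library in common. It was 0.12 without miR-122 replicate 1 and 0.50 without control replicate 1.

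**Figure D4:**
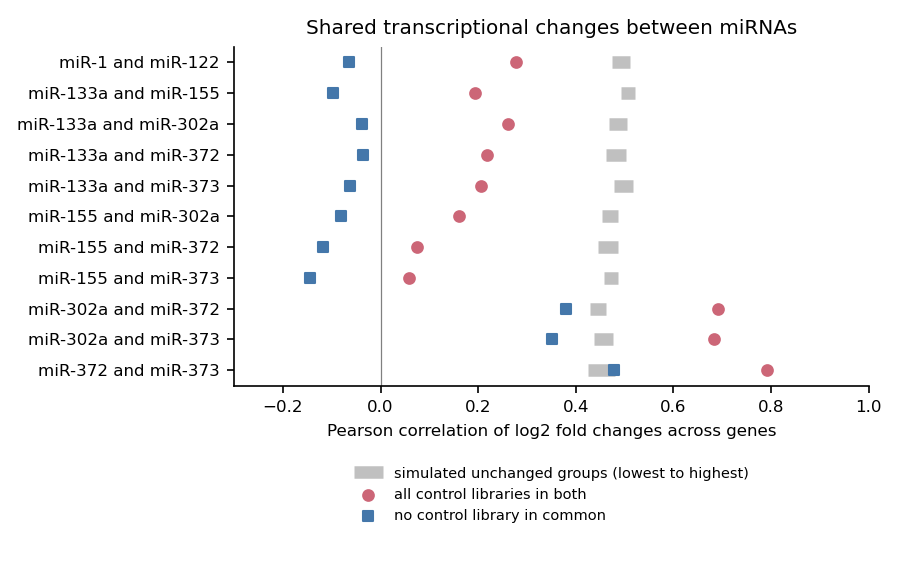
Pearson correlation across genes of the log2 fold changes of each pair of miRNAs within a batch, with all control libraries in both fold changes (circles) and with no control library in common (squares). Bars run from the lowest to the highest of 20 data sets of simulated unchanged groups that share simulated controls. Only the 3 pairs among miR-302a, miR-372 and miR-373 lie above the simulated range, at 0.68 to 0.79.

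The study also asked whether predicted targets change in transcription, which would not be required of direct post-transcriptional targets. Seed matches in the 3′UTR were used for this, with 1719 of the tested genes matching miR-1, 1163 miR-122, 1035 miR-133a, 1524 miR-155 and 3004 the shared seed of miR-302a, miR-372 and miR-373. The median log2 fold change of genes with a match, minus that of genes without, was -0.02 with miR-1, -0.00079 with miR-122 and -0.0021 with miR-133a. It was 0.03 with miR-155, 0.01 with miR-302a, -0.04 with miR-372 and -0.03 with miR-373. The sign changed without control replicate 1 for miR-133a and without miR-302a replicate 2 for miR-302a. None passed the threshold in limma's camera test, and the smallest adjusted p of the 7 was 0.466, for miR-155. The alternative that moved a value most was a comparison with genes of like 3′UTR length, which took the difference with miR-372 to 0.0069. Restriction to 8mer matches gave a median difference of -0.06 with miR-373 (494 genes, adjusted p = 0.0482 in camera). Over all alternatives for miR-373 the adjusted p ran from 0.0482 to 0.989, with no other under the threshold, and with the GC and length trend removed the difference was 0.0084. In simulated data a shift of -0.1 planted in the matching genes was recovered as -0.10 in both batches. That simulation held no GC or length trends, so it does not show how well a shift is recovered beside them.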

Values the study reported

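The study reported 370 genes with significantly altered transcription (q-value below 0.05) in cells with miR-1, of which 133 went up and 237 went down. With miR-122 it counted 9 such genes.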

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

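In this part the counts of other splits of the libraries were part of the plan, and every other test of an explanation was chosen after the result was seen.

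Genes whose change differs between miR-1 and miR-122 stood out through a direct test of the difference between these groups. The contrast in edgeR found 40 such genes at an adjusted p under 0.05, with 16 higher and 24 lower in miR-1 cells. Of these, 14 were also called for miR-1 against control and 0 for miR-122, which had 468 genes at an unadjusted p under 0.05. The changes with miR-1 and with miR-122 had opposite signs in 31 of the 40. The tables argue against GC and length trends of single libraries as the whole cause, since all 40 genes kept their call when each library's trend was removed, in a list of 906 genes. What stays open is chance. Of the 3 splits of the 4 libraries into 2 and 2, 1 gave as many genes, the real one, and the others gave 0. At an unadjusted p under 0.05 the others had 85 and 608 genes and the real one 1930, against 676.8 by chance. With only 3 splits, chance in how the libraries fell and an effect of the miRNA cannot be told apart. PCR duplicates could not be removed in this batch, and their effect was not tested. A transcriptional response to miR-1 that miR-122 does not share may account for these genes, as a hypothesis.

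The p53 responsive genes, a fixed set of 22 tested genes in batch 2, moved in opposite directions with miR-133a and miR-155, and the difference between these groups was tested directly. The median log2 fold change of the set relative to other genes was -0.13 with miR-133a (adjusted p = 0.000268 in limma's camera test) and 0.15 with miR-155 (adjusted p = 0.000268). All 3 libraries of each miRNA lay beyond every control library in that direction. By gene, 18 of 22 were lower with miR-133a and 20 of 22 higher with miR-155, and 20 were higher with miR-155 than with miR-133a. The difference of medians between miR-155 and miR-133a was 0.34 (camera p = 1.96e-11, or 2.25e-05 with an estimated correlation between genes, and fry p = 3.21e-07). This contrast was chosen after the set results were seen, so its p-values are not those of a planned test. Trends on GC content and length are argued against, with a difference of 0.30 once they were removed. No single library carried the result, which stayed between 0.30 and 0.39 when each of the 6 was left out. None of 10000 random lists of genes of matching read number had a median as high. Of the 10 splits of the 6 libraries, 1 gave a difference as large, the real one, so that the share of such splits cannot fall under 0.1 and chance cannot be told apart from an effect of the miRNAs. Replicate numbers pair the libraries of these groups, and of the 4 splits that part all 3 pairs 1 gave a difference as large, again the real one. Differences between cultures would also be in the spread of the replicates, which were transduced apart. The median of the set in single libraries, relative to other genes, ran from -0.05 to 0.01 in the controls, from -0.20 to -0.08 with miR-133a and from 0.15 to 0.22 with miR-155. Of 156 tests of single genes of this set over the 7 comparisons, 0 passed adjusted over all genes and 4 adjusted over the set alone. Opposite effects of miR-133a and miR-155 on p53 activity are a candidate explanation, but that activity was not measured here.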

How the results depend on the processing

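The alternatives below were part of the plan, except removal of each library's trend on GC content and length, alone, with the replicate block, or with separate control libraries, no filter on low counts for the spread, and, for named genes, RLE and upper quartile factors, the likelihood ratio test and the 2 other filters, which were chosen after seeing the data. Where no cause is given, the cause was not tested.

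The 3 direct contrasts among miR-302a, miR-372 and miR-373 gave 0 genes in every alternative and in every fit that left out a library, against 233, 301 and 137 genes at an unadjusted p under 0.05 in the reported fit. Storey q-values, Spearman correlation and a prior count of 2 left every result they were applied to unchanged in direction and side of the threshold, and every count within 1.5 times. RLE factors did the same except with miR-1, where 1 gene was up and 29 were down, against 4 and 28 in the reported fit, and 3 of the reported calls were lost, among them H2AC6 (0.96). All other alternatives changed some result.

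Other tests of the same counts mostly called more genes. The likelihood ratio test gave 200 genes for miR-1, 15 for miR-122, 32 for miR-133a, 129 for miR-155, 122 for miR-302a, 335 for miR-372 and 201 for miR-373. It gave 337 genes for the contrast of miR-1 and miR-122, and 321 and 1344 genes differing among the groups of batch 1 and batch 2. DESeq2 gave 2 genes for miR-122, 21 for miR-133a, 93 for miR-155, 71 for miR-302a and 132 for miR-373, and stayed within 1.5 times for the rest. In simulated batch 2 libraries without trends, 13.9% of the calls of the likelihood ratio test were false, against 6.79% for the quasi-likelihood test. With the trends measured within groups the shares were 0.794% and 0%.

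With upper quartile scaling the counts were 57 for miR-1, 2 for miR-122, 11 for miR-133a, 115 for miR-1 against miR-122 (33 higher, 82 lower, where the reported fit had 16 and 24) and 83 among the groups of batch 1. With library size alone they were 75 for miR-1, 3 for miR-122, 145 for miR-1 against miR-122 and 114 among the groups of batch 1. The other counts stayed within 1.5 times under both.

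With filterByExpr no gene was called for miR-122 (0, with 488 genes at an unadjusted p under 0.05), and 21 genes differed among the groups of batch 1. With miR-1 it called 1 gene up and 27 down, against 4 and 28, and lost 5 of the reported calls, among them H2AC6 (0.96). The spread of fold changes rose to 0.259 with miR-1, 0.204 with miR-122, 0.267 with miR-155 and 0.3001 with miR-302a, since this filter keeps genes with fewer reads. Restriction to genes above 10 CPM had the opposite effect by its construction, with spreads of 0.157 for miR-1, 0.111 for miR-122, 0.139 for miR-133a, 0.166 for miR-155, 0.167 for miR-302a and 0.183 for miR-373. With no filter on low counts the spread was 0.892 with miR-1, 0.853 with miR-122, 0.739 with miR-133a, 0.8098 with miR-155, 0.864 with miR-302a, 0.8101 with miR-372 and 0.801 with miR-373, since genes with hardly any reads enter it, and 187 genes were called for miR-1, 10 for miR-122, 13 for miR-133a, 75 for miR-302a and 138 for miR-373, 369 for miR-1 against miR-122 and 291 among the groups of batch 1.

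A fit of only the 2 groups compared gave 63 genes for miR-1, 0 for miR-122 (359 at an unadjusted p under 0.05), 2 for miR-133a, 190 for miR-155, 16 for miR-302a and 435 for miR-373, and 127 for miR-1 against miR-122. No such fit exists for the test across all groups. Dispersions then come from 4 or 6 libraries instead of all libraries of the batch.

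Depth limits the calls in batch 2, as thinning shows by its construction. Thinned to the smallest library of the batch, the counts fell to 2 for miR-133a, 13 for miR-155, 8 for miR-302a, 64 for miR-372 and 15 for miR-373, and 350 genes differed among the groups. The log2 fold changes of SP3 with miR-133a (-0.062) and EEF1A1 with miR-302a (-0.044) changed sign. In batch 1 thinning changed no count by over 1.5 times. Thinned to the smallest library of both batches, the spread was 0.403 with miR-1, 0.374 with miR-122, 0.280 with miR-133a, 0.2998 with miR-155, 0.306 with miR-302a and 0.327 with miR-373, since fewer reads make noisier fold changes.

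Removal of the GC and length trend raised every count against control. It gave 608 genes for miR-1 (300 up, 308 down), 33 for miR-122 (15 up, 18 down), 56 for miR-133a, 145 for miR-155 (58 up, 87 down), 198 for miR-302a, 320 for miR-372 (137 up, 183 down) and 182 for miR-373 (87 up, 95 down). The reported splits were 4 up and 28 down, 0 and 1, 14 and 42, 40 and 140, and 22 and 40 for miR-1, miR-122, miR-155, miR-372 and miR-373. For miR-1 against miR-122 it gave 906 genes (490 higher, 416 lower), and for the test across groups 891 in batch 1 and 1462 in batch 2. The genes called in the reported fit were kept for all miRNAs but miR-372, where 153 of 180 were. The correlation of miR-155 and miR-373 rose to 0.19 and the separation of miR-155 from control fell to 1.14. EEF1A1 with miR-373 went to 0.036, the other sign, and to 0.028 with a replicate block as well. The difference between genes with and without seed matches changed sign with miR-122 (0.00024), miR-155 (-0.0011), miR-372 (0.0041) and miR-373 (0.0084), and that of the ribosomal protein genes with miR-372 went to -0.0038.

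With no control library in common, correlations fell by construction, because the shared noise of the controls is gone. They were -0.064 for miR-1 and miR-122. For miR-133a they were -0.098 with miR-155, -0.038 with miR-302a, -0.036 with miR-372 and -0.062 with miR-373, and for miR-155 they were -0.082 with miR-302a, -0.12 with miR-372 and -0.15 with miR-373. For miR-302a with miR-372, miR-302a with miR-373 and miR-372 with miR-373 they were 0.38, 0.35 and 0.48. With the trend removed as well, the values were 0.021 for miR-1 and miR-122. They were -0.11, -0.0095, 0.0064 and -0.010 for the 4 pairs with miR-133a in the same order, -0.052 for miR-155 and miR-302a, and 0.39, 0.37 and 0.41 for the 3 pairs with one seed.

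The separation of libraries fell when more genes were used. Over all tested genes it was 1.17 for miR-1, 0.97 for miR-122, 1.09 for miR-155 and 1.15 for miR-372, and over the 2000 most variable genes 1.21 for miR-1 and 1.116 for miR-155.

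Seed matches defined otherwise changed small differences. With 8mer matches alone the difference was 0.0014 for miR-122, 0.014 for miR-133a and -0.011 for miR-302a, each of the other sign, and for miR-373 it passed the threshold at -0.057 (adjusted p = 0.0482 in camera, where the alternatives for that result run from 0.0482 to 0.989). With 7mer-A1 matches added it was 0.0045 for miR-122 and 0.0054 for miR-133a, of the other sign. Against genes of like 3′UTR length it was 0.0069 for miR-372 and 0.012 for miR-373, of the other sign.

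Of the fixed gene sets past the threshold in camera, only the p53 responsive genes with miR-133a and with miR-155 passed under fry and under camera with an estimated correlation. The others did not pass under either, with the same differences, since only the test changes: cholesterol synthesis genes with miR-122 (-0.070), ATF4 and unfolded protein response genes with miR-133a (0.15), and cytosolic ribosomal protein genes with miR-155 (-0.11) and miR-372 (0.081). Over the 56 tests, 3 passed under fry and 2 with an estimated correlation, against 6 in camera.

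Replicate numbers are shared between groups, and deviations from the group means were correlated between libraries of the same number. In batch 2 the 45 pairs ran from -0.38 to 0.62 (mean 0.18, against -0.090 for pairs of different numbers), and 32 were over 0.1, or 36 with the trend removed. With control, all 3 pairs were over 0.1 for miR-133a, miR-155 and miR-373, and the numbers were taken to pair these libraries. They were not for miR-302a (0.076 to 0.30) and miR-372 (-0.13 to 0.19). In batch 1 the labels share 2 numbers, so the rule of 3 pairs could not be met and pairing stays open. With 2 libraries per group, both pairs of a comparison have the same value by construction. With control it was 0.33 for miR-122 and -0.15 for miR-1, and between these miRNAs it was -0.20. For miR-122 it was 0.078 with the trend removed. With the trend removed, the pairs of miR-302a with control also all lay over 0.1 (0.11 to 0.20). A replicate block gave 2 genes for miR-122, 24 for miR-133a, 93 for miR-155, 95 for miR-302a, 316 for miR-372 and 169 for miR-373, 103 for miR-1 against miR-122, and 82 and 1184 among the groups of batch 1 and batch 2. The separation of libraries rose with the replicate block to 1.45 for miR-1, 1.22 for miR-122, 1.17 for miR-133a, 1.31 for miR-155 and 1.46 for miR-373. Of the fixed sets, 8 passed, the 6 of the reported fit and 2 more, cholesterol synthesis genes with miR-133a (0.12) and ATF4 and unfolded protein response genes with miR-122 (-0.090). Apart from the counts and these sets, the replicate block changed no call. The replicate block together with removal of the trend gave 690 genes for miR-1 (343 up, 347 down), 38 for miR-122 (19 up, 19 down), 303 for miR-133a, 543 for miR-155 (285 up, 258 down), 585 for miR-302a, 887 for miR-372 (427 up, 460 down) and 540 for miR-373 (281 up, 259 down). It gave 997 for miR-1 against miR-122 (537 higher, 460 lower), and 1026 and 3039 among the groups. With miR-122, the split of the 4 libraries that set both replicate 1 libraries against both replicate 2 libraries gave 1317 genes, far more than the real split with 1 gene. With the trend removed that split gave 10 genes and the real one 33, so the calls of that split largely go with the GC and length trend.

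Leaving out 1 library at a time gave wide ranges in batch 2. The counts ran from 1 (without control replicate 1) to 5 for miR-133a, from 4 (without control replicate 2) to 31 (without control replicate 1) for miR-155, from 9 (without control replicate 2) to 61 (without miR-302a replicate 2) for miR-302a, from 28 (without miR-372 replicate 2) to 180 for miR-372, and from 8 (without control replicate 1) to 27 (without miR-373 replicate 3) for miR-373. The test across groups ran from 479 (without miR-155 replicate 1) to 1056 (without miR-302a replicate 2). In batch 1 a group would hold 1 library, so no calls were made. Among named genes, the sign of some log2 fold changes depended on the library: E2F5 with miR-1 from -0.17 to 0.060 (without control replicate 2), SP3 with miR-133a from -0.061 (without miR-133a replicate 1) to 0.094, and EEF1A1 with miR-122 from -0.067 (without miR-122 replicate 1) to 0.19, with miR-155 from -0.20 to 0.034 (without miR-155 replicate 2), with miR-302a from -0.066 (without miR-302a replicate 2) to 0.097, and with miR-373 from -0.11 to 0.041 (without miR-373 replicate 3). The seed-match difference ran from -0.0063 to 0.00047 (without control replicate 1) for miR-133a and from -0.014 (without miR-302a replicate 2) to 0.034 for miR-302a.

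The spread with 1 library left out was 0.229 to 0.259 for miR-1, 0.186 to 0.220 for miR-122, 0.235 to 0.254 for miR-155 and 0.257 to 0.297 for miR-302a. The separation was 1.19 to 1.27 for miR-1, 0.999 to 1.14 for miR-122, 1.01 to 1.13 for miR-133a, 1.14 to 1.23 for miR-155, 0.979 to 1.43 for miR-302a, 1.19 to 1.54 for miR-372 and 1.117 to 1.40 for miR-373. The correlation was 0.12 (without miR-122 replicate 1) to 0.50 (without control replicate 1) for miR-1 and miR-122. For miR-133a it was -0.014 to 0.37 with miR-372 and -0.011 to 0.36 with miR-373, lowest without miR-133a replicate 3. For miR-155 it was 0.00061 to 0.22 with miR-372 and -0.0040 to 0.20 with miR-373, lowest without miR-155 replicate 3. The pairs with one seed ran from 0.43 to 0.75 (miR-302a and miR-372), 0.44 to 0.74 (miR-302a and miR-373) and 0.69 to 0.83 (miR-372 and miR-373), the first 2 lowest without miR-302a replicate 3.

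Over the fold changes of single named genes, 84 of 682 values changed side of the threshold, 81 weaker and 3 stronger, apart from the changes of sign given above.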

Other observations

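In this part too, the counts of other splits of the libraries were part of the plan, and every other test of an explanation was chosen after the result was seen.

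The number of genes called with miR-1 here was 32. That is lower than the value quoted from the study above. The number called with miR-122 was 1. That is also lower than the value quoted from the study above. On the same counts the likelihood ratio test gave 200 genes for miR-1 and 15 for miR-122, removal of each library's GC and length trend gave 608 and 33, and a fit of only the 2 groups compared gave 63 and 0 (with 359 genes at an unadjusted p under 0.05), so both numbers depend on the test, the fit and library trends.

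Of the 10 splits of the 6 libraries of a comparison in batch 2, 1 gave as many called genes as the real one, which was the real one itself, for each of the 5 miRNAs of that batch. For the spread of fold changes the number of splits as large was 5 for miR-133a, 1 for miR-155, 2 for miR-302a, 1 for miR-372 and 1 for miR-373. With the GC and length trend removed, this number was 1 for each of them, the real split. For the seed-match difference as deposited the number was 9 for miR-133a, 4 for miR-155, 8 for miR-302a, 2 for miR-372 and 2 for miR-373. Differences of the size seen with miR-133a and miR-302a are thus common among splits that mix the groups, and 1 mixed split was as large with miR-372 and with miR-373. In the comparisons of miR-133a, miR-155 and miR-373, replicate numbers pair the libraries, and 4 of the 10 splits part all 3 pairs. Of these 4, only the real one gave any call. For the spread the highest of the other 3 was 0.185 with miR-133a, 0.168 with miR-155 and 0.171 with miR-373, under the real values of 0.196, 0.228 and 0.252. For the seed-match difference 3 of the 4 were as large with miR-133a, and 1 each with miR-155 and miR-373, the real one. For the direct contrasts of miR-302a and miR-372, of miR-302a and miR-373, and of miR-372 and miR-373, each of the 10 splits gave 0 genes, as the real ones did with 233, 301 and 137 genes at an unadjusted p under 0.05. With 10 splits the share can never be under 0.1, so chance cannot be told apart from an effect of a single miRNA in this way. For the test across the 6 groups of batch 2, 1 of 100 splits gave as many genes, the real one. The highest count of the others was 374, and 10 of the others gave any call.

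The fold changes of miR-302a, miR-372 and miR-373, which share a seed, ran together across genes. Control libraries in common are argued against as the whole cause, since the lowest of the 3 correlations was 0.35 with no control library in common, where the 7 pairs with different seeds lay between -0.15 and -0.04. Trends on GC content and length are argued against in the same way, with a lowest value of 0.37 once they were removed, against -0.11 to 0.0064 in the other pairs. The mean over this trio was 0.40, and the highest over the 9 other trios of the 5 miRNAs was 0.13. A shared transcriptional response to the common seed may therefore be proposed, found and tested on the same data. It is less certain for miR-302a. Without miR-302a replicate 3, its correlations with all controls fell below the means of the simulated unchanged groups. Values with no control library in common are not given without that library. The correlation of miR-372 and miR-373 stayed above the simulated mean whichever library was left out.

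Single libraries carried trends on GC content and length. In 11 of the 24, the correlation across genes between the library's deviation and GC content was beyond 0.4 in either direction. Sampling noise is argued against, since libraries drawn with sampling noise alone reached 0.028 at most. What remains open is where the trends come from. Total reads and the GC trend had a Pearson correlation of -0.20 over the 18 libraries of batch 2 (permutation p = 0.41, adjusted p = 0.41 over 6 relations, Spearman -0.25, and -0.30 without the 2 libraries with the most extreme totals). In batch 1 the value was -0.91 over 6 libraries (exact permutation p = 0.00833, adjusted p = 0.05, Spearman -0.83, and -0.54 without 2 libraries). The group explained 34.4% of the variance of the trend in batch 2 (permutation p = 0.347, adjusted p = 0.41), and the replicate number 15.5% (p = 0.264, adjusted p = 0.41). With 3 libraries per group, depth, the induced miRNA and the day or handling behind a replicate number cannot be told apart as sources. The means by group ran from -0.32 with miR-155 to 0.36 with miR-373, so some of the trend could belong to the groups, and its removal could take away a real change as well as noise.

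More genes were called when these trends were removed. The other splits of the libraries gave at most 10 genes with the trend removed, and that maximum came from 1 split for miR-122. As deposited they gave no gene either, except for miR-122 (1317). A mixed split also holds any real difference inside its groups, which raises the dispersion. Few calls there therefore cannot exclude a correction that makes calls by itself. In simulated libraries of batch 2 with the trends measured within groups, 56% of planted genes were found without the correction and 75% with it. False calls among the latter were 5.06%. In batch 1, 77% were found without and 84% with it, and the share of false calls rose from 0.645% to 7.18%. Library trends that raise the dispersion and hide changed genes may thus explain part of the lower counts as deposited in batch 2. The simulated gain in batch 1 was far smaller than the rise from 32 to 608 genes with miR-1, which it does not explain. Among all calls of the 7 comparisons, 101 of 377 (26.8%) were increases as deposited. With the trend removed 723 of 1542 (46.9%) were, between 40% and 51.5% per miRNA. Decreases rose in number too, and the genes called as deposited kept their calls for all miRNAs but miR-372, where most did. The share of decreases fell because increases rose more. It cannot tell whether the excess of decreases as deposited came from the trends or from the miRNAs.

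Called genes were long. Among comparisons with at least 20 calls, the median length of called genes was 145 kb for miR-1, 173 kb for miR-155, 115 kb for miR-302a, 175 kb for miR-372 and 131 kb for miR-373, where all tested genes had a median of 33.4 kb in batch 1 and 35.5 kb in batch 2. As deposited, the decreases were the longer genes, except with miR-155. Their medians were 196 kb against 23.1 kb for increases with miR-1 and 192 against 82.9 kb with miR-302a. They were 239 against 61.3 kb with miR-372, 179 against 76.9 kb with miR-373 and 152 against 188 kb with miR-155. With the trend removed they were 64.2 against 26.6 kb with miR-1 and 117 against 95.7 kb with miR-373. Decreases were then not longer with miR-302a (113 against 115 kb), miR-372 (108 against 116 kb) or miR-155 (105 against 138 kb). More reads in longer genes are argued against as the whole cause in batch 2, since the medians of 10000 lists matched on reads did not exceed 80.7 kb there with the trend removed, when the calls had medians of at least 107 kb. That last value also argues against the GC and length trend for the miRNAs of batch 2. For miR-1 the trend stays open, because with it removed the 608 called genes had a median of 39.9 kb and the matched lists 39.9 kb on average. For miR-122 the 33 genes called with it removed had a median of 137 kb, and 2 of 10000 matched lists were as long. A response of long genes to several miRNAs remains a hypothesis, and no biological explanation was tested.

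The library miR-302a replicate 2 lay apart from the other miR-302a libraries, and without it the number of genes called with miR-302a rose from 42 to 61. Its mean distance to them was 0.468, close to that of replicate 3 (0.457), and the libraries of other groups lay at most 0.395 from their own group. A label of a group with another seed, or a failed induction, is argued against. Over 143 genes, the slope of its changes on the mean changes of miR-372 and miR-373 was 0.83, where the 9 libraries with this seed had at least 0.83 and the 9 others at most 0.20. An exchange of labels with miR-372 or miR-373 is not excluded by this, and the direct contrasts of miR-302a with both had 0 genes. With the trends removed its distance fell to 0.384, against 0.359 for replicate 3 and 0.347 at most in the libraries of other groups, so the trend may account for part of it, and the trend and a difference in that culture cannot be told apart.

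Genes called with miR-1 were often called in batch 2. Of the 30 that were tested in both batches, 14 (46.7%) were among those differing across the groups of batch 2, where lists matched on reads and length had 5.68 on average. Reads and length are argued against, since 2 of 10000 such lists reached 14, the highest. With the trend removed in both batches 172 of 591 (29.1%) were shared, where matched lists had 84.1 on average and 114 at most, so the trends do not account for it either. Direction leaves the explanation open. As deposited, 60% of the 30 genes moved the same way with miR-133a as with miR-1, 63.3% with miR-155, 66.7% with both miR-302a and miR-372 and 60% with miR-373. With the trend removed, 45.2% of the 591 did so with miR-133a, 64.0% with miR-155, 58.9% with miR-302a, 57.2% with miR-372 and 57.9% with miR-373. A single response to the induction of any miRNA and a group of genes that vary readily in these cells, whatever is induced, cannot be told apart.

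The 8 fixed sets gave 56 tests, of which 6 passed the threshold in camera. Besides the p53 responsive genes, ATF4 and unfolded protein response genes were higher with miR-133a (0.15, adjusted p = 0.00191, in 2 of 3 libraries), and 1 of 10 splits gave a difference as large. Cytosolic ribosomal protein genes were lower with miR-155 (-0.11, adjusted p = 0.000501, in 3 of 3 libraries, 2 of 10 splits) and higher with miR-372 (0.08, adjusted p = 0.0263, in 3 of 3 libraries but beyond every control library in only 1, 4 of 10 splits). For the p53 responsive genes 1 of 10 splits was as large with miR-133a and 1 of 10 with miR-155. Among the 4 splits that part all 3 replicate pairs, only the real one was as large for each of these sets with miR-133a and miR-155, although the highest of the other 3 came to 0.108 for the ribosomal protein genes with miR-155. With the replicate block, cholesterol synthesis genes with miR-133a passed as well (0.12, adjusted p = 0.0234, against 0.0637 without it). Cholesterol synthesis genes were lower with miR-122 (-0.07, adjusted p = 0.0263, in 2 of 2 libraries). The other 4 sets passed with no miRNA in camera as reported. Their smallest adjusted p was 0.0698 for immediate early genes (miR-122), 0.627 for YAP and TEAD responsive genes (miR-372), 0.102 for interferon responsive genes (miR-302a) and 0.253 for E2F and DNA replication genes (miR-1). The differences there were 0.10, -0.04, -0.11 and -0.04. Other settings passed some of these. With the GC and length trend removed, 9 of the 56 tests passed, 5 of them among the 6 above, and the new ones were immediate early genes with miR-122 (0.11, adjusted p = 0.00102), ATF4 and unfolded protein response genes with miR-1 (-0.11, adjusted p = 0.0170), cholesterol synthesis genes with miR-133a (0.10, adjusted p = 0.0309) and ribosomal protein genes with miR-302a (-0.05, adjusted p = 0.0293). Under fry, interferon responsive genes with miR-302a passed (adjusted p = 0.0348).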
